# Quercetin Prevents Intestinal Stem Cell Aging via Scavenging ROS and Inhibiting Insulin Signaling in *Drosophila*

**DOI:** 10.3390/antiox12010059

**Published:** 2022-12-27

**Authors:** La Yan, Xiaoxin Guo, Juanyu Zhou, Yuedan Zhu, Zehong Zhang, Haiyang Chen

**Keywords:** intestinal stem cell, aging, quercetin, insulin signaling, ROS, *Drosophila*

## Abstract

Adult stem cells, a class of cells that possess self-renewal and differentiation capabilities, modulate tissue regeneration, repair, and homeostasis maintenance. These cells undergo functional degeneration during aging, resulting in decreased tissue regeneration ability and increased disease incidence. Thus, it is essential to provide effective therapeutic solutions to preventing the aging-related functional decline of stem cells. Quercetin (Que) is a popular natural polyphenolic flavonoid found in various plant species. It exhibits many beneficial effects against aging and aging-related diseases; however, its efficacy against adult stem cell aging remains largely unclear. *Drosophila* possesses a mammalian-like intestinal system with a well-studied intestinal stem cell (ISC) lineage, making it an attractive model for adult stem cell research. Here, we show that Que supplementation could effectively prevent the hyperproliferation of ISCs, maintain intestinal homeostasis, and prolong the lifespan in aged *Drosophila*. In addition, we found that Que could accelerate recovery of the damaged gut and improve the tolerance of *Drosophila* to stressful stimuli. Furthermore, results demonstrated that Que prevents the age-associated functional decline of ISCs via scavenging reactive oxygen species (ROS) and inhibiting the insulin signaling pathway. Overall, our findings suggest that Que plays a significant role in delaying adult stem cell aging.

## 1. Introduction

Most tissues can regenerate and repair in a physiological or damaged state, a process achieved by resident stem cells [1,2]. Adult stem cells can self-renew and differentiate into various cell types to maintain tissue homeostasis [3,4,5]. The loss of tissue homeostasis is caused, at least partially, by a decline in the stem cell number or function, commonly referred to as stem cell exhaustion [6,7,8]. Impaired stem cell function, a well-recognized hallmark of tissue and organismal aging, has been implicated in the development of many aging-related diseases [9,10]. Over the years, numerous studies have explored how stem cells maintain organismal homeostasis and the mechanisms involved in the deterioration of stem cells during aging [11,12]. Scientists have also focused on discovering effective treatment strategies to improve the function of aged stem cells and promote healthy aging. In recent years, studies have revealed that some natural compounds can prevent an aging-associated decline in stem cell function and maintain tissue homeostasis [13,14]. However, the number of these studies is still limited, and the mechanisms through which the compounds act on stem cells have not yet been fully elucidated.

Quercetin (3,3′,4′,5,7-pentahydroxyflavone) is a well-studied polyphenolic flavonoid compound that presents in various vegetables and fruits [15]. As a major flavonoid, Que exhibits abundant biological activities, including antioxidant, anti-inflammatory, anti-cancer, anti-viral, anti-microbial, and anti-protozoal [16]. Consequently, it is effective against multiple diseases, such as cancers, cardiovascular diseases, diabetes, and neurological diseases [17]. Recently, Que has been recognized as a geroprotective compound that eliminates senescent cells and alleviates aging-related disorders [18,19,20]. In addition, studies have shown that Que supplementation can extend the lifespan of mice and *Caenorhabditis elegans* [21,22,23]. The compound has also been reported to stimulate the proliferation of human mesenchymal stem cells (hMSCs) and prevent premature aging [18]. Therefore, the main aim of this study was to explore whether Que could regulate the function of adult stem cells to exert its anti-aging effects and elucidate its mechanism of action.

*Drosophila melanogaster* is a well-established model system for studying developmental biology and aging because it possesses the advantages of abundant genetic resources, simple operation, and high similarity with mammalian tissues [24,25]. Over the past decades, the discovery of the intestinal stem cell lineage in the *Drosophila* gut has made it an excellent model for adult stem cell research [4]. The *Drosophila* midgut epithelium comprises several types of cells: intestinal stem cells (ISCs) identified by expressing Delta (Dl, a ligand for the Notch receptor) and Escargot (Esg, a SNAIL family transcription factor); progenitor cells, including enteroblasts (EBs) and enteroendocrine progenitor cells (EEPs); and differentiated cells including enterocytes (ECs) and enteroendocrine cells (EEs). Notably, ISCs are mostly quiescent during intestinal homeostasis, but when the *Drosophila* midgut is stimulated, they divide to self-renew and generate EBs or EEPs. Subsequently, EBs with high Notch signaling differentiate into ECs, whereas EEPs differentiate into EEs (Figure 1A) [4,5,26,27]. Accumulating evidence has revealed that signaling pathways, such as insulin [28,29,30], ROS [31,32], and JNK [33], control the division and differentiation of ISCs and maintain intestinal homeostasis. Studies have also shown that the uncontrolled proliferation of ISCs in the aged *Drosophila* intestine leads to the accumulation of ISCs and progenitor cells (EBs and EEPs), ultimately disrupting intestinal homeostasis and impairing intestinal function [32,33]. Interestingly, the decreased proliferative activity of ISCs in the aged *Drosophila* intestine correlates with extended lifespan and maintenance of intestinal homeostasis [28,34]. Therefore, considering the above, we chose the *Drosophila* midgut as the preferred model tissue for studying the effect and mechanism of Que on ISC aging.

This study found that Que supplementation could reduce the hyperproliferation of ISCs, maintain intestinal homeostasis, and prolong the lifespan of aged *Drosophila*. Furthermore, we demonstrated that Que exerts these effects by inhibiting the insulin signaling pathway and scavenging reactive oxygen species (ROS). Overall, this study provides a new perspective for understanding stem cell aging, which will aid in developing anti-aging strategies.

## 2. Materials and Methods

### 2.1. Drosophila Culture and Strains

All flies were maintained on standard cornmeal-agar food (80 g sucrose, 50 g cornmeal, 20 g glucose, 18.75 g yeast, 5 g agar, and 30 mL propionic acid dissolved in 1 L of water) and kept at standard conditions (25 °C, 60% relative humidity, and 12 h light/dark cycle) unless otherwise mentioned. All flies used in this study were mated females.

The following *Drosophila* lines were used: *esg-GFP/CyO* line, *UAS-lacZ* line and *tub*-*Gal4 line* (from Allan Spradling), *esg^ts^-Gal4* line (from Benjamin Ohlstein), *w^1118^* line (BDSC# 3605), *UAS-Cat* line (BDSC# 24621), *Keap1 RNAi* line (VDRC# v330323), *UAS-InR-DN* line (BDSC# 8253), *InR RNAi* line (BDSC# 51518). The *Drosophila* genotypes used in this study are listed in Table S1. 

The *UAS/Gal4* system was used in this study. Notably, the temperature-sensitive *Gal4* (*esg^ts^-Gal4*)-mediated knockdown or overexpression of genes was repressed at 18 °C and activated at 29 °C. 

### 2.2. Immunofluorescence and Microscopy

The guts were dissected in cold 1 × phosphate-buffered saline (PBS), fixed at room temperature for 30 min with 4% paraformaldehyde (PFA), and then washed three times in 0.1% PBST (PBS plus Triton X-100, BioFroxx, Einhausen, Germany) for 10 min each. Next, the tissues were blocked with 0.5% BSA for 30 min and incubated overnight, with the primary antibodies diluted in 0.1% PBST at 4 °C. On the next day, the guts were washed three times in 0.1% PBST for 10 min each and incubated with secondary antibodies and DAPI for 2 h at room temperature. Finally, the guts were washed three times in 0.1% PBST for 10 min each.

Table S2 shows the primary antibodies and dilutions used in this study. The secondary antibodies and dilutions were as follows: Goat anti-chicken Alexa 488 (Invitrogen, Shanghai, China, 1:2000), Goat anti-mouse Alexa 568 (Invitrogen, 1:2000), and Goat anti-rabbit Alexa 568 (Invitrogen, 1:2000) antibodies. The nuclei were stained using 1 µg/ml 4,6-diamidino-2-phenylindole (DAPI; Sigma, Shanghai, China).

Immunofluorescence images were captured using a Leica TCS-SP8 confocal microscope and then processed using Leica Application Suite X (LAS X, Weztlar, Germany), Adobe Illustrator, and ImageJ software. 

### 2.3. Quercetin, Paraquat (PQ), and Bleomycin (BLM) Treatments

Quercetin (Aladdin, Shanghai, China, #Q111273) was first dissolved in DMSO and then added to standard food and mixed thoroughly to obtain different concentrations (1, 10, 50, 100 µM). Flies were collected randomly and distributed equally into vials containing Que or DMSO (as control) mixed food. 

For the paraquat (Aladdin, #M106761) and bleomycin (Aladdin, #B107423) treatments, a chromatography paper was cut into 3.7 × 5.8 cm strips and soaked in 500 µL of 10 mM PQ or 25 µg/mL BLM. Flies were starved for 1 h before treatment, then transferred into vials with PQ or BLM-soaked chromatography paper strips.

### 2.4. Lifespan Analysis

To determine the effect of Que on the lifespan, 100 female flies hatched within 48 h were collected and divided equally into five vials, in which the food was mixed with DMSO (as control) or Que. In addition, five males were added to each vial to ensure the normal mating of females. The number of dead flies was recorded every one or two days, and at least three independent experiments were analyzed for each group. 

To determine the lifespan under stressful conditions, the flies were randomized into the following groups: PQ (20 mM) + DMSO, PQ (20 mM) + Que (10 µM), BLM (5 µg/ml) + DMSO, and BLM (5 µg/ml) + Que (10 µM) group. For each group, 100 female flies hatched within 48 h were collected and divided equally into five vials. The number of dead flies was counted every one or two days, and at least three independent experiments were analyzed for each group.

### 2.5. Bromophenol Blue Assay

The bromophenol blue assay was performed to determine the pH of *Drosophila* midguts following a previously described protocol [35]. Briefly, 200 µL of 2% bromophenol blue sodium (Sigma, #B5525) was added to the food surface, followed by punching several holes with a pipet tip to allow complete absorption of the solution. Flies pretreated with or without Que were starved for 2 h and then cultured in the prepared food vial for one day. Finally, the guts were dissected and images were captured immediately.

When flies ingested food containing bromophenol blue, their guts were dyed blue, which we call “Eating” flies. A “Non-eating” fly is one that did not eat food and whose gut was not stained with bromophenol blue. We counted the percentage of guts that were stained blue as “Eating (%)”.

### 2.6. Fly Excretion Measurement

The fly excretion assay was performed to test the intestinal defecation behavior, as previously described [36]. Briefly, flies pretreated with or without Que were starved for 2 h and then cultured in the bromophenol blue food vial (whose wall was surrounded by chromatography paper) for one day. Finally, the deposits (each blue dot is a deposit) on the paper were imaged with a Leica M205 FA stereomicroscope and the number of deposits was quantified.

### 2.7. Smurf Assay

The smurf assay was performed to evaluate the intestinal integrity as previously described [37]. First, blue food dye (Spectrum Chemical Manufacturing Corp, Shanghai, China, #FD110) was added to the standard food at a concentration of 2.5% (*wt*/*vol*). Next, flies pretreated with or without Que were cultured in the prepared medium for 12 h. Flies showing blue dye outside the digestive tract were considered “Smurf (+)” flies. 

### 2.8. FACS and RT-qPCR

Midguts were dissected in cold DEPC (diethyl pyrocarbonate)-PBS and incubated with Trypsin (Gibco, Shanghai, China, #15400054) for 1 h at room temperature with gentle shaking. Samples were centrifuged at 2000 rpm for 20 min at 4 °C and filtered using 70 µm filters. Next, *esg-GFP*^+^ cells were collected by flow cytometry (FACS Aria Ⅲ, BD Biosciences, Franklin Lakes, NJ, USA). Each sample contained at least one hundred female midguts.

Total RNA was extracted using an RNA-easy Isolation Reagent (Vazyme, Nanjing, China, #R701-01), followed by the reverse transcription of 1 μg RNA into cDNA using an *Evo* M-MLV RT Kit (Accurate Biology, #AG11711) according to the manufacturer’s instructions. RT-qPCR was performed using ChamQ Universal SYBR qPCR Master Mix (Vazyme, #Q711-02) with a CFX96^TM^ Real-time PCR System (BIO-RAD). Relative mRNA expression was normalized to Rp49 mRNA and calculated using the 2^−ΔΔCt^ method. The primers used in this study are listed in Table S3.

### 2.9. Dihydroethidium (DHE) Staining

DHE staining was performed to determine the levels of ROS in live tissue, as previously described [32]. Briefly, the guts were dissected in Schneider’s medium and incubated in 30 µM DHE (MKbio, Shanghai, China, #MX4812) for 10 min. The guts were then washed three times in Schneider’s medium at room temperature. Images were captured with a Leica TCS-SP8 confocal microscope immediately after DHE staining, followed by calculating the fluorescence intensity using the ImageJ software.

### 2.10. TUNEL Assay

The *Drosophila* midguts were dissected in PBS and fixed with 4% paraformaldehyde for 1/2 h, followed by washing with 0.2% PBST (PBS plus Triton X-100) for 10 min each. Apoptosis was assessed using the TUNEL BrightRed Apoptosis Detection Kit (Vazyme, #A113-01) according to the manufacturer’s instructions.

### 2.11. RNA-Seq

The midguts of adult flies were first dissected in cold DEPC-PBS. Then, the total RNA of midguts was extracted using TRIzol Reagent (Invitrogen, #15596026). Each sample contained 200 female midguts. A total of 2 µg of total RNA was used for the construction of sequencing libraries. PCR products corresponding to 200–500 bps were enriched, quantified, and finally sequenced on DNBSEQ-T7 sequencer (MGI Tech Co., Ltd. Shenzhen, China) with the PE150 model. 

Raw sequencing data were first filtered by Trimmomatic (version 0.36), the de-duplicated consensus sequences were mapped to *Drosophila Melanogaster* ISO1 using the STAR software (version 2.5.3a), read count extraction and normalization were performed using featureCounts (Version 1.5.1), and then RPKMs were calculated. A *p*-value < 0.05 and fold-change > 2 were used to judge the statistical significance of gene expression differences. Gene Ontology (GO) analysis and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis for differentially expressed genes were both implemented by KOBAS software (version 2.1.1).

The RNA-seq data of this study are publicly available in the NCBI Gene Expression Omnibus (GEO) under accession number: GSE216546. The related data are provided in Tables S4 and S5 in Supplementary Materials.

### 2.12. Statistical Analyses

All statistical analyses were performed using GraphPad Prism version 8.0. Data are presented as the means ± SD from at least three independent experiments. Statistical significance and the number of samples are indicated in the figures. A two-tailed Student’s *t*-test was used to compare differences among groups unless otherwise specified in the figure legends. For all tests, *p* < 0.05 was considered statistically significant.

## 3. Results

### 3.1. Que Prevents Hyperproliferation of ISCs in Aged Drosophila 

The ISCs in old *Drosophila* exhibit abnormal proliferation and differentiation, resulting in a progressive increase in the number of ISCs and progenitor cells [38]. To investigate whether Que can prevent age-related ISCs dysfunction in *Drosophila* midguts, we fed middle-aged (26-day-old) flies with a diet supplemented with Que for 14 days (Figure 1B). The ISCs and progenitor cells of the posterior midguts were then examined using a reporter line (*esg-GFP/CyO*), in which green fluorescent protein (GFP) is expressed under the control of the *escargot* (*esg*) gene. The results indicated a significant decrease in the number of *esg*^+^ cells in the aged flies (40-day-old) with Que supplementation compared to the flies without Que supplementation (Figure 1C), and this was not caused by the apoptosis of *esg-GFP*^+^ cells (Figure S1A–C). Among the four tested concentrations (1, 10, 50, and 100 µM), 10 µM Que showed the optimal effect (Figure 1C). In addition, we counted the number of Dl^+^ (ISC marker) cells and pH3^+^ (Phosphorylated-histone 3, a specific marker used to detect the proliferating cells) cells. It was found that aged flies supplemented with 10 µM Que had fewer Dl^+^ (Figure 1D–H) and pH3^+^ (Figure 1I) cells than control flies. We also found that Que supplementation can increase the number of ECs in aged flies, but there was no significant difference in the number of EEs (Figure S1D,E). These results suggest that Que supplementation can prevent the hyperproliferation of ISCs and gut hyperplasia in aged *Drosophila*.

### 3.2. Que Promotes ISCs Recovery and Improves Stress Tolerance in Drosophila

Organism aging stems from complex genetic and epigenetic programs, which are caused, in part, by stressful events [39]. Given that Que had a positive impact on the gut of aged *Drosophila*, we explored whether Que supplementation could enhance the resistance of the *Drosophila* intestinal epithelium to deleterious events. Paraquat (PQ), a compound that induces toxicity by stimulating ROS production, has been widely employed to induce oxidative stress [40]. Results showed that there was no significant difference between the control group and the Que feeding group in young flies, while PQ treatment caused serious intestinal damage and ISCs were over-activated (Figure 2A–C,G–I). Que supplementation significantly restrained the hyperproliferation of ISC induced by PQ (Figure 2D,G–I), which is consistent with the powerful antioxidant capacity of Que. In addition, we found that Que can increase the number of ECs but did not affect the number of EEs in PQ-treated flies (Figure S2A,B). In the *Drosophila* intestine, ISCs can activate within hours in response to environmental stimuli, thereby repairing the damaged epithelium in a rapid and efficient manner [26,27]. Next, we examined whether Que supplementation could affect the regeneration processes of the damaged *Drosophila* intestine. Bleomycin (BLM), a DNA-damaging agent, was employed to damage the intestinal epithelium [41]. A previous study reported that the number of *esg-GFP*^+^, Dl^+^, and pH3^+^ cells is significantly elevated after exposure to BLM for 24 h (BLM-1d), but the damaged *Drosophila* intestine can recover to normal within 72 h (BLM-rec-3d) [42]. Interestingly, the present study found that the number of *esg-GFP*^+^, Dl^+^, and pH3^+^ cells in *Drosophila* with Que supplementation decreased to normal levels after recovery for two days (BLM-rec-2d) (Figure 2A,B,E–I), suggesting that Que could promote the regeneration processes of the impaired *Drosophila* gut. Similarly, Que supplementation can increase the number of ECs but did not affect the number of EEs in BLM-rec-2d flies (Figure S2A,B). Moreover, it was found that Que significantly increased the tolerance of *Drosophila* to PQ treatment and improved the survival rate of flies continuously exposed to a low concentration of BLM (Figure 2J,K). In summary, these findings suggest that Que supplementation can effectively protect ISCs from harmful stimuli and increase the tolerance of *Drosophila* to stressful insults.

### 3.3. Que Prevents Age-Related Degeneration of Gut Function and Extends the Lifespan in Drosophila

The intestine is a vital organ with many physiological functions, including food ingestion and digestion, absorption of nutrients, excretion of waste products, and immune defense [43,44]. Age-related dysfunction of ISCs influences intestinal functions and impairs the intestinal barrier [45]. Considering that Que could prevent the age-related deterioration of ISCs, we further evaluated whether it could protect the intestinal functions of *Drosophila* upon aging. In *Drosophila* middle midguts, the copper cell region (CCR) secreting acid can be detected using bromophenol blue, the pH indicator. Notably, the size and function of CCR decline with age, disrupting intestinal acid-base homeostasis [35,46]. Herein, we found that Que supplementation could effectively protect the intestinal acid-base homeostasis in aged *Drosophila* (Figure 3A,B). In addition, the results showed that Que could improve food ingestion (Figure 3C) and excretion of waste products in aged *Drosophila* (Figure 3D,E). The integrity of the intestinal barrier contributes to maintaining epithelial homeostasis, defense against pathogens, and immune tolerance to commensal bacteria [47]. To investigate the effect of Que on the intestinal barrier, we performed a smurf assay where flies were fed on a diet mixed with non-absorbable blue dye; if the dye leaks from the intestine into other tissues, it indicates compromised intestinal barrier integrity [37]. Results showed that Que protected the integrity of the intestinal barrier in aged flies (Figure 3F,G). Since previous studies have revealed the critical role of intestinal regenerative capacity in extending lifespan [10], we also explored whether Que could extend the lifespan of *Drosophila*. The obtained results demonstrated that Que feeding prolongs the *Drosophila* lifespan whether fed from eclosion (0-day-old) or middle age (26-day-old) (Figure 3H,I). Altogether, these findings suggest that Que supplementation can prevent the age-related decline of intestinal function and prolong the lifespan of *Drosophila*.

### 3.4. Que Prevents Age-Associated Hyperproliferation of ISCs Partially through Its Antioxidant Activity

Accumulating evidence suggests that Que can prevent and treat various diseases, in which its antioxidant activity plays a significant role [48]. In addition, studies have demonstrated that elevated ROS increases the proliferation of ISCs, thereby leading to gut dysplasia in aged *Drosophila* [49,50]. Herein, real-time quantitative PCR (RT-qPCR) analyses were performed to explore whether Que promotes the homeostasis maintenance of ISCs via its antioxidant capacity. Results revealed that the expression of antioxidant-related genes (*Cat*, *Sod1*, *Sod2*, and *GstD1*) was elevated in the Que-fed aged flies, but not in young flies (Figure 4A and Figure S3A), indicating that Que has an aging-specific effect to scavenge ROS. Meanwhile, we directly characterized the ROS levels in *esg-GFP*^+^ cells using the fluorescent probe DHE, which exhibits increased fluorescence intensity upon oxidation [32]. Results showed that the intensity of DHE fluorescence was significantly elevated in the *esg-GFP*^+^ cells of aged flies, whereas aged flies subjected to Que feeding showed a significantly reduced DHE activity (Figure 4B–E). 

Moreover, we overexpressed *Cat* or depleted *Keap1* (a vital regulator of the intracellular redox state, the RNAi-mediated knockdown efficiency is shown in Figure S3B) under the control of *esg-Gal4* using the temperature-sensitive system (*esg^ts^-Gal4*) to prevent excessive ROS accumulation in aged guts [32]. The results indicated reduced numbers of *esg-GFP*^+^, Dl^+^, and pH3^+^ cells in these flies (Figure 4F,G,I,K–M). If Que maintained ISCs homeostasis exclusively through its antioxidant effect, it could not further enhance the gut phenotype produced by *Cat* overexpression or *Keap1* depletion. However, fewer *esg-GFP*^+^, Dl^+^, and pH3^+^ cells were detected after Que supplementation (Figure 4H,J,K–M). These results suggest that Que contributes to the homeostasis maintenance of ISCs in aged *Drosophila* partly through its antioxidant capacity.

### 3.5. Que Prevents Age-Associated Hyperproliferation of ISCs by Regulating Metabolic Pathways

To further explore the underlying mechanism through which Que maintains ISC homeostasis in aged flies, we performed RNA-sequencing of the midguts of old flies fed with and without Que. 

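Midguts of female flies fed 10 µM Que, or DMSO, the solvent of Que, from day 26 for 14 days were sequenced in 4 samples per group, each holding 200 midguts. The flies were 40 days old in the paper and 40 to 50 days old in the sample labels. The authors filtered the reads, collapsed reads with the same molecular tag into consensus sequences, aligned them and counted them per gene. They deposited RPKM, the reads per kilobase of gene and per 1000000 reads assigned to genes in that sample, without scaling between samples. RPKM multiplied by gene length in kilobases is the reads per 1000000 assigned reads. Scaled by the reads assigned to genes in that sample, it gave whole reads for 100% of the values. The reads behind each value could thus be computed. Between 27253832 and 35619139 reads per sample were assigned to genes, with a median of 31530320 in the Que group and 33552118 in the DMSO group. A level of 3 reads, taken as the detection limit, stood at 0.0842 to 0.110 reads per 1000000 assigned reads, and this limit covers counting error only. Of the 19299 features listed, 13249 had a mean RPKM of at least 0.1 over the 8 samples and were compared as log2(RPKM + 0.1) between the groups with limma, two-sided, with Benjamini-Hochberg adjustment over these genes. For single genes, an exact two-sided permutation test of the 8 log2 values was added, whose 70 arrangements allow no p below 0.0286. All 52 groups of features with identical exons had identical reads, so reads in a shared exon were given to each gene. The paper's text does not name the strand setting of the counting, and some genes on opposite strands held nearly the same reads, which leaves genes overlapping an antisense gene uncertain. Positions are those of the deposited table, on Release 6 plus ISO1 MT.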

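GLaz (Dmel_CG4604, chromosome 2R, 13163959 to 13168032) had 5.37 ± 0.675 RPKM (SD, n = 4) in the midguts of Que-fed flies and 3.73 ± 0.517 RPKM (SD, n = 4) in those of the DMSO group. Its log2 fold change was 0.51 (standard error 0.14, limma adjusted p = 0.946). Karl (Dmel_CG4139, chromosome X, 11787381 to 11792253) had 0.988 ± 0.134 RPKM (SD, n = 4) with Que and 0.616 ± 0.0687 RPKM (SD, n = 4) with DMSO, from 50 to 100 reads per sample, a log2 fold change of 0.60 (standard error 0.18). In both genes all 4 Que samples lay above all 4 DMSO samples, which gives the smallest p of the exact permutation test. Karl shares 661 bases with the antisense gene CR44962, so its value is uncertain. For foxo (Dmel_CG3143, chromosome 3R, 14056945 to 14087978), 15.6 ± 2.26 RPKM (SD, n = 4) stood against 12.6 ± 1.12 RPKM (SD, n = 4), a log2 fold change of 0.29 (standard error 0.13). In this gene 3 of the 4 Que samples exceeded every DMSO sample (exact permutation test, p = 0.0571). The adjusted p of Karl and of foxo equalled that of GLaz. Over the 15 genes labelled in Figure 5A, adjusted over the list alone, 0 genes had an adjusted p under 0.05, with 0.0586 the smallest value, and 0 did over all genes tested. The study chose these genes on the same samples, so the count over the list alone is not independent evidence. A pseudocount of 1 moved Karl most, to 0.30.

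**Figure D1:**
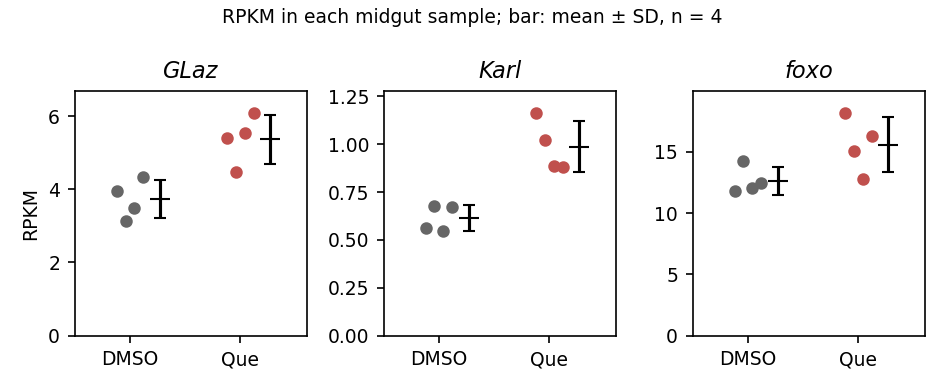
RPKM of GLaz, Karl and foxo in each midgut sample (points), with the mean and SD of each group (bars, n = 4). The Que samples of GLaz and Karl lie above all DMSO samples, and 1 Que sample of foxo lies among the DMSO samples.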

Results showed that antioxidant-related genes (*Glaz*, *Karl*, and *foxo*) were significantly upregulated in the midguts of aged *Drosophila* fed on a diet supplemented with Que (Figure 5A), which was consistent with the above results (Figure 4A). In addition, it was found that some genes associated with glucose and lipid metabolism were upregulated in aged *Drosophila* fed with Que (Figure 5A). Moreover, the KEGG enrichment analysis of differentially expressed genes revealed that the genes involved in metabolic pathways were significantly enriched (Figure 5B). 

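The other 12 genes labelled in Figure 5A all had higher mean log2 values in the Que group, with log2 fold changes from 0.31 to 1.11. An unadjusted limma p under 0.05 was reached by 11 of the 15 labelled genes and not by Hexo1, CG12512, CG3961 and Zw. Without Que 4, as without DMSO 3, only 4 of the 15 reached it. CG6295 (chromosome 3R, 27005899 to 27007055) had 572 ± 165 RPKM (SD, n = 4) with Que and 349 ± 112 RPKM (SD, n = 4) with DMSO, a log2 fold change of 0.72 (standard error 0.28, exact permutation test, p = 0.0857). Mal-A8 (Dmel_CG8690, chromosome 2R, 8471954 to 8473961) rose from 462 ± 45.3 RPKM to 604 ± 96.0 RPKM (SD, n = 4 each). The neighbouring Mal-A7 (Dmel_CG11669) had 86.9 ± 18.7 RPKM with Que against 63.1 ± 15.0 RPKM (SD, n = 4 each), and its groups overlapped (exact permutation test, p = 0.143). COX3, on the mitochondrial genome from 4736 to 5524, had 2390 ± 260.3 RPKM with Que and 1929 ± 202 RPKM with DMSO (SD, n = 4 each), and was the only one of the 12 whose groups did not overlap. ND1 (mitochondrial genome, 11721 to 12659) showed the largest change of the 15 labelled genes and the only fold change over 2, at 551 ± 159 RPKM against 286 ± 167 RPKM (SD, n = 4 each). Its log2 fold change without DMSO 1 was 0.71. CR45869 is annotated as an antisense RNA of 416 bases that lies wholly inside an exon of ERR on the opposite strand, so its values, from 98 to 140 reads per Que sample and 73 to 117 per DMSO sample, are uncertain. Zw shares 369 bases with the antisense gene CR44512. In CG7322, CG12512 and Zw, 1 DMSO sample lay apart from the other 3.

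**Figure D2:**
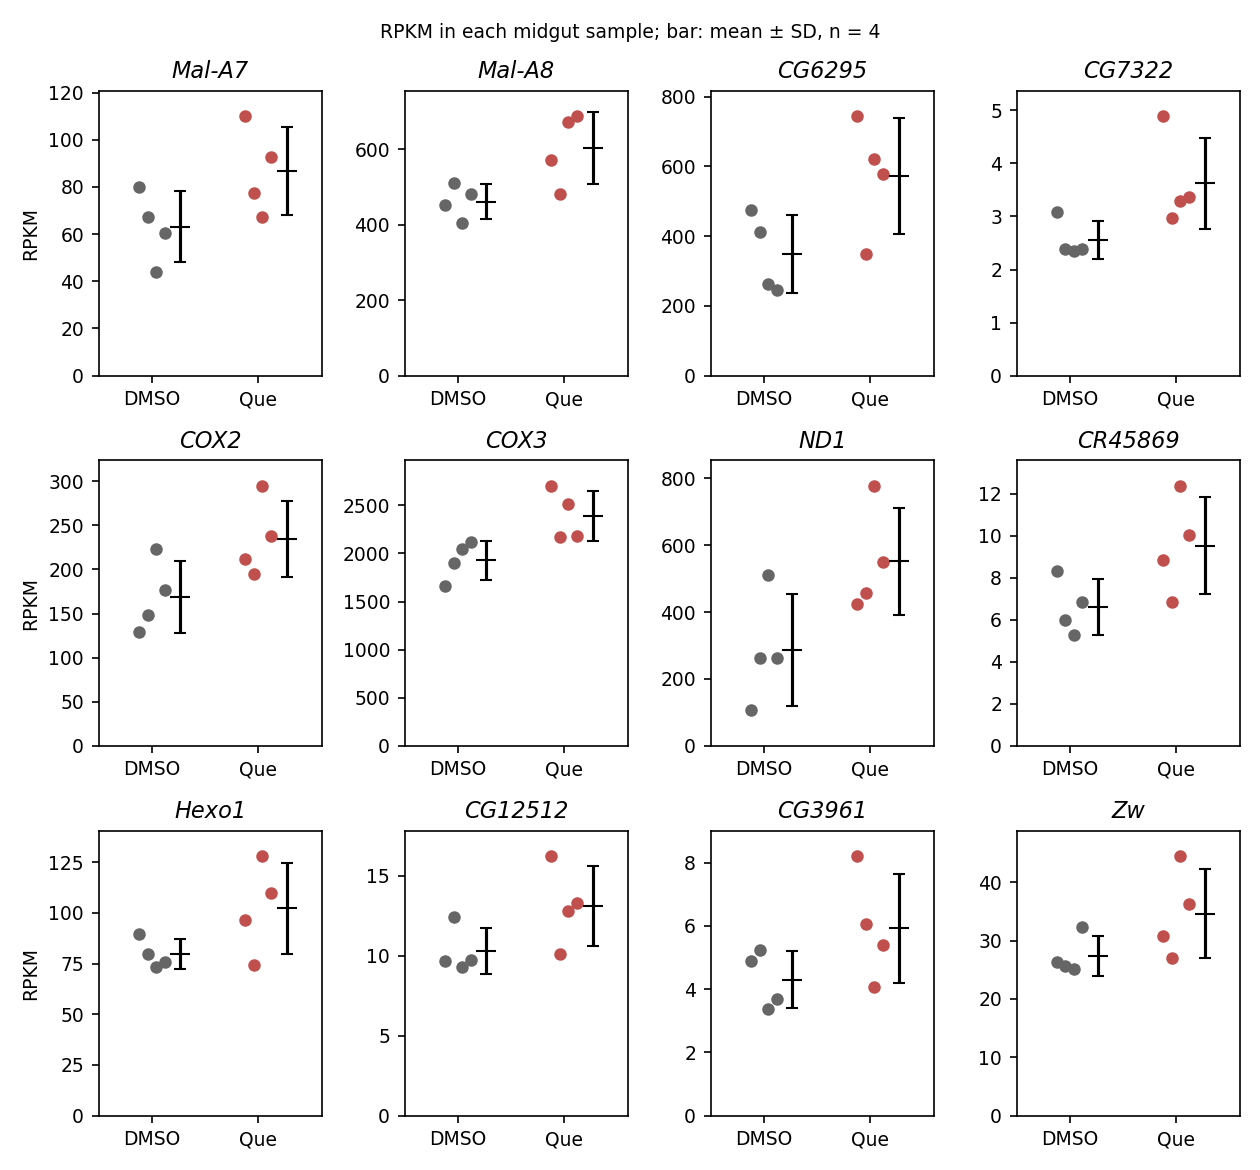
RPKM of the 12 genes in each midgut sample (points), with the mean and SD of each group (bars, n = 4). Only in COX3 do all 4 Que samples lie above all DMSO samples.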

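Pathway membership as used by the KEGG database was not used here. In its place, 10 lists of genes were assembled by gene name before the RPKM table was read but after Tables S4 and S5, and each was tested with camera, a gene set test of limma, at an inter-gene correlation preset to 0.01. The 13 mitochondrially encoded genes of oxidative phosphorylation had a median log2 fold change of 0.49 (adjusted p = 2.0e-07 over the 10 lists, limma camera), and 12 of them were higher with Que. This median was 0.28 without DMSO 1, the sample with the lowest values. The 76 nuclear-encoded genes of oxidative phosphorylation had a median of 0.08 (adjusted p = 8.7e-04), which was 0.02 without Que 3 and 0.046 without DMSO 2, both not past 0.05. For 14 maltases and amylases the median was 0.14 (adjusted p = 0.0369), and 0.063 without Que 4, not past 0.05, nor was it without Que 3, DMSO 1, DMSO 3 or DMSO 4. The median was 0.13 for 24 antioxidant genes (adjusted p = 8.2e-05, limma camera), and 0.062 without Que 3. For 40 genes of the mitotic cell cycle it was −0.13 (adjusted p = 1.3e-04, limma camera). The antioxidant list holds GLaz, Karl and foxo, its only 3 members with an unadjusted limma p under 0.05. Not all its members are enzymes, since it also holds regulators such as Keap1. The mitotic list holds 4 genes of Table S5. The maltases and amylases hold Mal-A7 and Mal-A8, and the mitochondrially encoded list holds COX2, COX3 and ND1, all labelled in Figure 5A. Part of each of these lists was thus picked from these samples. Of these lists, only the antioxidant and mitotic ones were also tested without such members. Besides insulin signaling, whose values stand with the insulin genes, the lists not past 0.05 were glutathione S-transferases (33 genes, median 0.06, adjusted p = 0.0732), lysosomal enzymes (34 genes, 0.03, adjusted p = 0.290), DNA replication (28 genes, −0.03, adjusted p = 0.306) and UDP-glycosyltransferases (31 genes, 0.01, adjusted p = 0.83). Without Que 2 the glutathione S-transferases passed 0.05 (0.13), as the lysosomal enzymes did without Que 1 (0.11). None of the calls held under fry or with a correlation estimated from the data. By sample, the antioxidant list was higher in all 4 Que samples than in all DMSO samples and the mitotic list lower. Over the 10 lists, the exact permutation p of these sample medians was 0.143 after Benjamini-Hochberg adjustment for both lists, and the other 8 lists overlapped between the groups. The members with the smallest p in the lists past 0.05 were ATP6, UQCR-C2, Mal-A8, GLaz and CycA. CycA fell by 0.41 on the log2 scale (standard error 0.11) and was lower in all 4 Que samples, while UQCR-C2 rose by 0.25 (standard error 0.12).

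**Figure D3:**
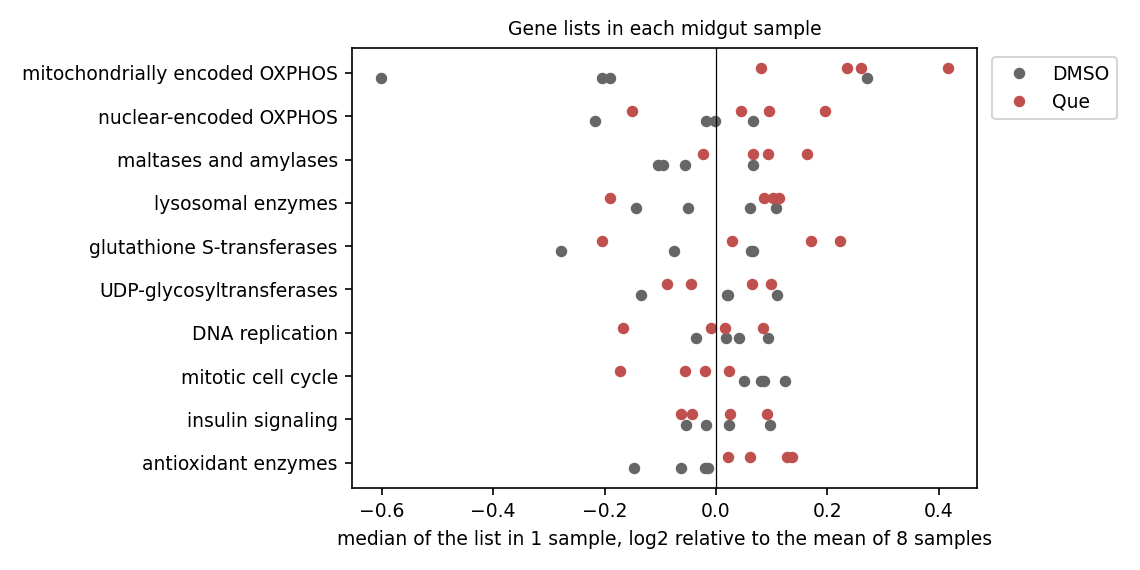
Median of each list in each midgut sample, in log2 units relative to the mean of the 8 samples. Points of the 2 groups separate in the antioxidant and mitotic lists and overlap in the other 8.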

Considering that the insulin/insulin-like growth factor signaling (IIS) pathway is the primary pathway that regulates energy metabolism, and previous studies have demonstrated that the IIS pathway plays an essential role in lifespan regulation [51,52], we speculated that Que might maintain the homeostasis of ISCs through regulating the insulin signaling pathway. To test this hypothesis, RT-qPCR was performed using sorted *esg^+^* cells to determine the expression of insulin signaling pathway-related genes in ISCs. Results revealed decreased expression of *dilp2*, *dilp3*, and *dilp5* (*Drosophila* insulin-like peptide 2, 3, and 5, which negatively regulate lifespan [53]), and increased expression of *Thor* (also known as *4EBP*) in aged flies fed with Que (Figure 5C), but not in young flies (Figure S4A), suggesting that Que regulates the insulin signaling pathway. Besides, we directly measured the activity of the insulin signaling pathway by evaluating the expression of phosphorylated Akt (p Akt). It was found that the fluorescence intensity of pAkt was significantly elevated in aged *esg-GFP*^+^ cells (Figure 5D,E,G). However, old flies subjected to Que supplementation showed a significantly reduced pAkt expression (Figure 5F,G), which indicated attenuated insulin signaling activity. To further verify the effect of Que on the insulin signaling pathway, we inhibited the pathway by expressing a dominant negative (DN) form of *InR* (insulin-like receptor) or expressing dsRNA for RNAi of *InR* (the RNAi-mediated knockdown efficiency is shown in Figure S4B), in which the numbers of *esg-GFP*^+^, Dl^+^, and pH3^+^ cells were fewer than in the control group (Figure 5H,I,K,M–O). Results revealed that Que supplementation could further reduce the number of *esg-GFP*^+^, Dl^+^, and pH3^+^ cells in aged flies (Figure 5J,L,M–O), probably due to its additional antioxidant capacity. Altogether, these findings suggest that Que contributes to the homeostasis maintenance of ISCs in aged *Drosophila*, in part, by inhibiting the insulin signaling pathway.

### 3.6. Que Prevents ISCs Aging via Inhibiting Insulin Signaling Pathway and Scavenging ROS

To evaluate whether Que prevents the age-related functional decline of ISCs by scavenging ROS and inhibiting insulin signaling pathway, we constructed two *Drosophila* strains: *esg^ts^*-*Gal4*-driven *Cat* overexpression and *InR-DN* overexpression and *esg^ts^*-*Gal4*-driven *Keap1* depletion and *InR-DN* overexpression. Results revealed a significant reduction of *esg-GFP*^+^, Dl^+^, and pH3^+^ cells in these flies compared to the normal aged flies (Figure 6A,B,D,F,G), and Que supplementation could not further enhance these effects (Figure 6C,E–G). In addition, there were no significant differences in intestinal acid-base homeostasis, the function of food ingestion and excretion of waste products, and the intestinal barrier between Que-fed and non-Que-fed aged flies (Figure 6H–K). Furthermore, Que supplementation could not further extend the lifespan (Figure 6L). These results suggest that Que prevents the age-associated functional decline of ISCs via scavenging ROS and inhibiting the insulin signaling pathway (Figure 6M).

## 4. Discussion

Over the past few decades, scientists in aging research have focused on understanding aging and identifying elaborate treatment strategies to delay aging and alleviate aging-related diseases. This study has shown that quercetin, a natural polyphenolic flavonoid, exerts excellent effects in maintaining intestinal homeostasis and prolonging the lifespan of aged *Drosophila*. Previous studies have demonstrated that Que is effective against several aging-associated disorders, including cancer [54], metabolic diseases [55], cardiovascular diseases [56], and Alzheimer’s disease (AD) [57]. However, the mechanisms underlying the beneficial effects of Que on aging-related diseases have not yet been elucidated. Herein, we found that Que prevents the age-associated functional decline of ISCs in aged *Drosophila* via scavenging ROS and inhibiting the insulin signaling pathway (Figure 6M).

Aging is a process characterized by the gradual deterioration of organism functions, accompanied by an increased risk of various diseases. In *Drosophila*, the ISCs exhibit over-proliferation and mis-differentiation during aging, thereby disrupting intestinal homeostasis and impairing intestinal function [7]. Results obtained in the present study indicated that Que could restrain ISCs dysfunction, prevent gut hyperplasia, maintain intestinal acid-base homeostasis and intestinal barrier integrity, and improve food intake and excretion functions in aged *Drosophila*. In addition, it was found that Que supplementation was effective against PQ-induced intestinal oxidative damage, could accelerate the recovery of damaged ISCs caused by BLM, and improve the survival rate of *Drosophila* under stressful stimuli. However, given that PQ and BLM can induce systemic damage and Que also exerts beneficial effects outside the gut, the increased survival of flies under these stressful stimuli may also be attributed to the effects of Que on other tissues. Moreover, the mechanism through which Que maintains ISC function under stressful stimuli may differ from that of natural aging, and thus there is a need for further investigation.

ROS, a class of reactive molecules derived from molecular oxygen, is often considered a double-edged sword [58]. On the one hand, appropriate ROS level functions as signaling molecules to regulate a series of critical physiological processes in organisms [59,60]. On the other hand, excessive ROS can lead to severe oxidative stress, ultimately causing organismal aging and various aging-related diseases [61,62,63]. In addition, mounting evidence has shown the important role of ROS in regulating stem cell homeostasis [64,65], whereas elevated ROS has been shown to increase the proliferation of *Drosophila* intestinal stem cells, thereby leading to intestinal damage and dysplasia [49,50]. This study found that Que contributes to the maintenance of intestinal homeostasis in aged *Drosophila*, at least in part, through its antioxidant activity. However, further studies should be conducted to explore the specific mechanism through which Que acts on the ROS signaling pathway.

The insulin/insulin-like growth factor (IGF) signaling (IIS), a nutrient-sensing pathway highly conserved in *Drosophila* and mammals, regulates various physiological processes, including growth, development, metabolism, reproduction, stress response, and aging [52,66,67]. Numerous studies have reported that reduced IIS prolongs the lifespan in diverse species, including worms, *Drosophila*, mouse, and human, whereas increased IIS shortens lifespan and increases the risk of age-associated diseases [51,52]. In addition, the IIS pathway plays a significant role in maintaining stem cell homeostasis [68,69,70]. *Drosophila* insulin-like peptides (DILPs), some evolutionarily conserved proteins that signal through insulin receptors, have been reported to regulate germline stem cell proliferation [30]. A previous study also showed that insulin is vital in the maintenance of neural stem cells in zebrafish [71]. Moreover, it has been reported that IIS regulates the proliferation and differentiation of diverse human stem cells, including mesenchymal stem cells, neural stem cells, and embryonic stem cells [72,73]. This study has demonstrated that Que contributes to the maintenance of intestinal stem cell (ISC) function in aged *Drosophila* partly through inhibiting the insulin signaling pathway. 

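In whole midguts, Ilp2 had 1 read in all 8 samples together and was not tested, and Ilp5 had 0 to 8 reads per sample, so a change in either was not detectable at this depth. Ilp3 (Dmel_CG14167, chromosome 3L, 9801298 to 9802120) had 18.1 ± 6.15 RPKM (SD, n = 4) with Que and 15.2 ± 2.06 RPKM (SD, n = 4) with DMSO, a log2 fold change of 0.20 (standard error 0.21, exact permutation test, p = 0.514), which fell to −0.0077 without Que 3. Thor (Dmel_CG8846, chromosome 2L, 3478434 to 3479612) had 251 ± 39.5 RPKM with Que and 236 ± 27.6 RPKM with DMSO (SD, n = 4 each), a log2 fold change of 0.08 (standard error 0.13, exact permutation test, p = 0.571), which was 0.17 without Que 1 and −0.011 without Que 4. InR had 10.4 ± 2.75 RPKM and 12.7 ± 1.15 RPKM (SD, n = 4 each), a log2 fold change of −0.32 (standard error 0.18), which was −0.21 without Que 1. The differences in these genes were within the spread between samples. The 27 genes of an insulin signaling list had a median log2 fold change of −0.04 (adjusted p = 0.629, limma camera), whose direction reversed with the trend on gene length removed, at 0.04, and without Que 1, at 0.0021. Of Ilp3, Ilp5, Thor and InR, 0 had an unadjusted limma p under 0.05 and 0 an adjusted p under 0.05, adjusted over the list alone or over all genes tested. From the part of insulin signaling in energy metabolism and lifespan, the paper proposes that Que might act through it. From RT-qPCR in sorted cells (Figure 5C) it proposes that Que regulates this pathway. Its further evidence is pAkt staining in esg-GFP+ cells (Figure 5D to G) and Que feeding of flies with InR inhibited in these cells (Figures 5H to O and 6). The RNA of whole midguts measures neither of these.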

We found that the expression of some insulin signaling-related genes was altered in flow sorted *esg-GFP^+^* cells (Figure 5C), but not in the RNA seq data, possibly because the information of ISCs was covered by other differentiated epithelial cells (ECs and EEs) in *Drosophila* midguts. There is a need for further studies to elucidate the specific mechanism through which Que regulates the pathway.

## 5. Conclusions

In summary, we demonstrated that Que supplementation could prevent ISCs aging, maintain intestinal homeostasis, and extend the lifespan of aged *Drosophila*. In addition, we found that Que could accelerate the recovery of the damaged intestine and improve the tolerance of *Drosophila* to stressful stimuli. Furthermore, results suggested that Que prevents the age-related functional decline of ISCs via scavenging ROS and inhibiting insulin signaling. In conclusion, our findings suggest that Que plays a significant role in delaying adult stem cell aging. 

## Figures and Tables

**Figure 1:**
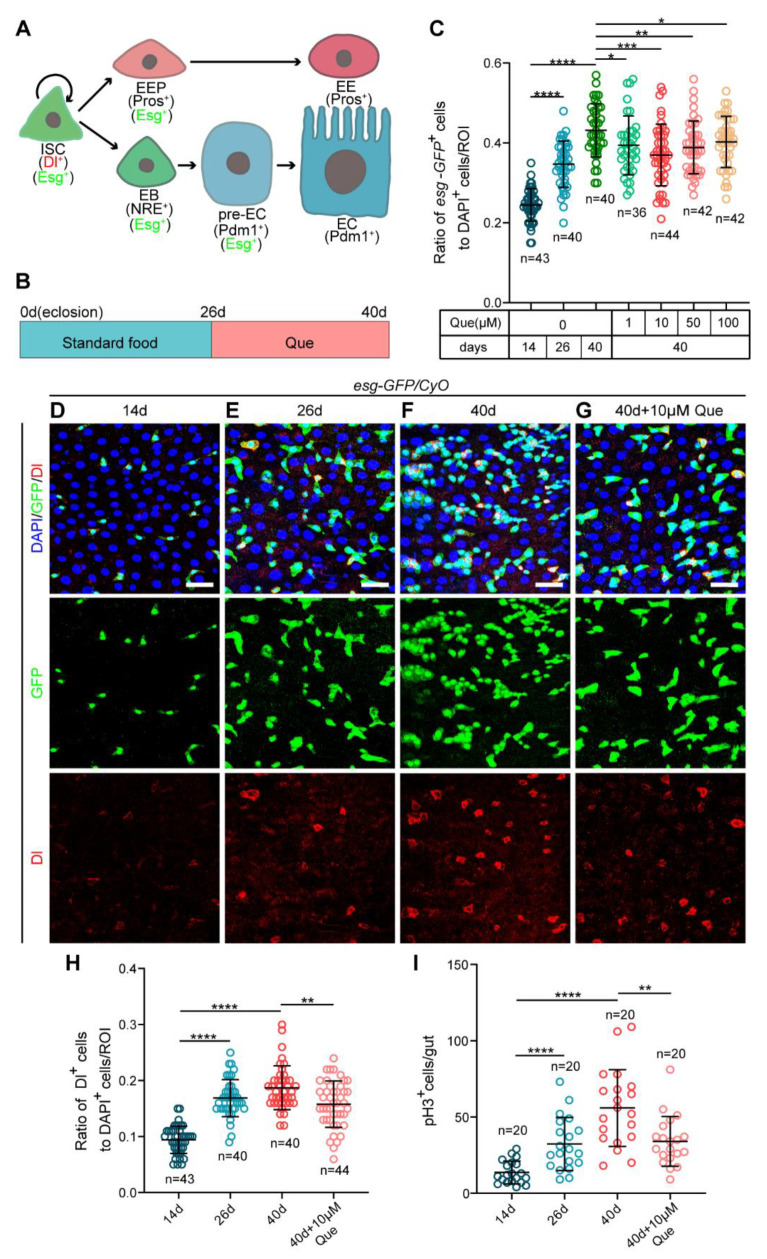
Que prevents gut hyperplasia in aged *Drosophila*. (**A**) The *Drosophila* intestinal stem cell (ISC) lineages. ISCs (marked by Dl and Esg) divide asymmetrically to renew themselves and give rise to enteroendocrine progenitor cells (EEPs; marked by Esg and Pros) or enteroblasts (EBs; marked by Esg and NRE). EEPs further differentiate into enteroendocrine cells (EEs; marked by Pros), whereas EBs with high Notch signaling (pre-ECs; marked by Esg and Pdm1) further differentiate into enterocytes (ECs; marked by Pdm1). (**B**) Schematic diagram showing the process of feeding quercetin (Que) to *Drosophila*. (**C**) The ratio of *esg-GFP*^+^ cells to DAPI^+^ cells per region of interest (ROI) in the posterior midguts of 14-, 26-, and 40-day-old flies (*esg-GFP/CyO*) without Que supplementation and 40-day-old flies fed with four concentrations (1, 10, 50, and 100 µM) of Que. n: number of ROI counted. (**D**–**G**) Representative immunofluorescence images of 14- (**D**), 26- (**E**), and 40-day-old (**F**) posterior midguts without Que supplementation and 40-day-old posterior midguts with 10 µM Que supplementation (**G**) stained with DAPI (blue; nuclei), GFP (green; ISCs and progenitor cells marker), and Dl (red; ISCs marker). The top panels represent the merged images, the middle panels represent *esg-GFP*, and the bottom panels represent Dl. Scale bars represent 25 µm. (**H**) The ratio of Dl^+^ cells to DAPI^+^ cells per ROI in the posterior midguts of flies in experiments D-G. n: number of ROI counted. (**I**) The number of pH3^+^ cells in the whole guts of flies in experiments D-G. n: number of guts counted. Error bars represent standard deviation (SDs). Student’s *t*-tests, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 2:**
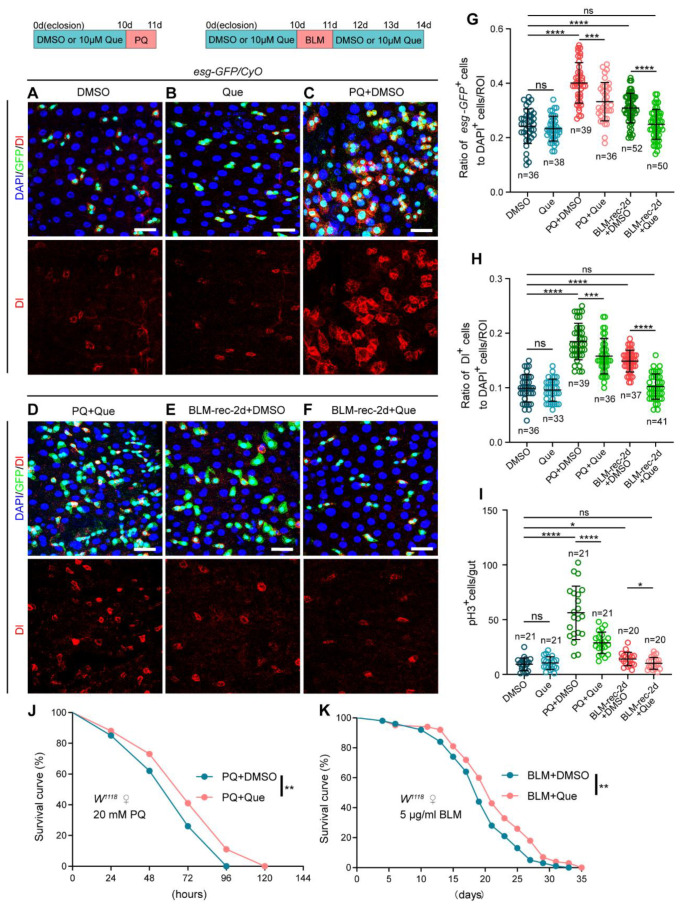
Que prevents stimulus-induced hyperproliferation of ISCs and improves stress tolerance in *Drosophila*. (**A**–**F**) Representative immunofluorescence images of *Drosophila* posterior midguts stained with DAPI, GFP, and Dl for DMSO (**A**), Que (**B**), PQ + DMSO (**C**), PQ + Que (**D**), BLM-rec-2d + DMSO (**E**), and BLM-rec-2d + Que (**F**) groups. The 0-day-old flies were fed with 10 µM Que for 10 days, then treated with 10 mM PQ for 1 day, followed by dissection. The 0-day-old flies were fed with 10 µM Que for 10 days, then treated with 25 µg/mL BLM for 1 day, and then resumed feeding with 10 µm Que for 1/2/3 days, followed by dissection. The top panels represent the merged images, whereas the bottom panels represent Dl. Scale bars represent 25 µm. (**G**,**H**) The ratio of *esg-GFP*^+^ cells (**G**) and Dl^+^ cells (**H**) to DAPI^+^ cells per ROI in the posterior midguts of flies in experiments (**A**–**F**). n: number of ROI counted. (**I**) The number of pH3^+^ cells in the whole gut of flies in experiments (**A**–**F**). n: number of gut counted. (**J**,**K**) Survival percentage of female *W^1118^* flies with DMSO (blue curve) or Que (pink curve) supplementation under 20 mM PQ (J) or 5 µg/mL BLM (**K**) treatments. Each group had 100 flies and three independent experiments were conducted. Error bars represent SDs. Log-rank test was used for lifespan analysis. Student’s *t*-tests, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, and non-significance (ns) represents *p* > 0.05.

**Figure 3:**
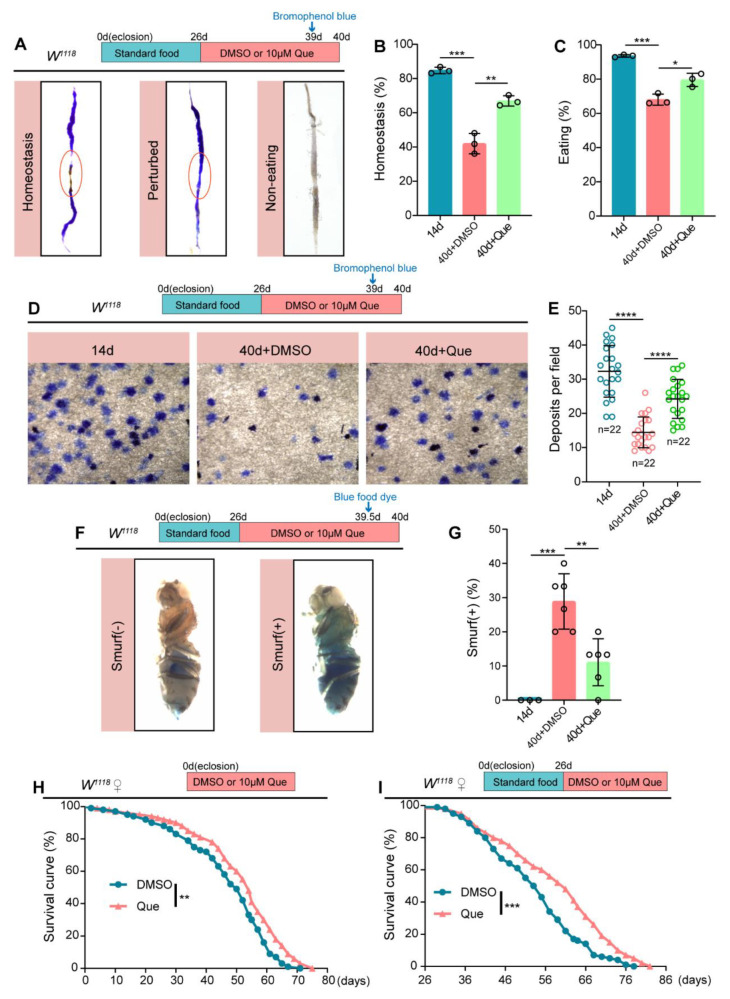
Que prevents age-related gut dysfunction and prolongs the lifespan. (**A**) Representative images of the intestinal acid-base homeostasis and the non-eating intestine of 14- and 40-day-old flies without Que supplementation and 40-day-old flies with 10 µM Que supplementation. A pink ellipse indicates the CCR. “Homeostasis” refers to CCR as yellow and “Perturbed” refers to CCR as blue. “Non-eating” means the flies did not eat, and the guts are not stained with bromophenol blue. (**B**,**C**) The percentage of acid-base balanced intestines (**B**) and eating intestines (**C**) in experiment (**A**). N ≥ 50 flies per group. Three independent experiments were conducted. (**D**,**E**) Representative images (**D**) and quantification (**E**) of excretion deposits of 14-and 40-day-old flies without Que supplementation and 40-day-old flies with 10 µM Que supplementation. Each group included 30 flies and three independent experiments were conducted. n: number of field counted. (**F**,**G**) Representative images (**F**) and quantification (**G**) of the percentage of the smurf flies in 14- and 40-day-old flies without Que supplementation and 40-day-old flies with 10 µM Que supplementation. Smurf (+) refers to a fly that leaks the blue dye from the gut into other tissues. Each group included 15 flies and three independent experiments were conducted. (**H**,**I**) Survival percentage of female *W^1118^* flies with DMSO (blue curve) or Que (pink curve) supplementation starting from eclosion (0-day-old) or middle age (26-day-old). Each group included 100 flies. Three independent experiments were conducted. Error bars represent SDs. Log-rank test was used for lifespan analysis. Student’s *t*-tests, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 4:**
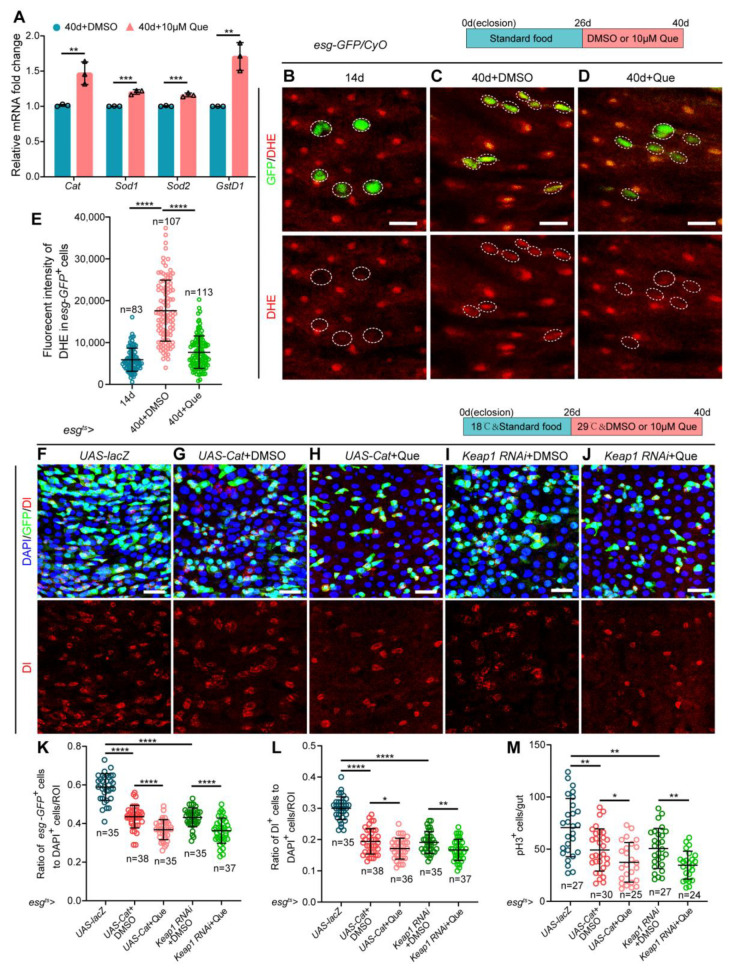
Que prevents age-related hyperproliferation of ISC partially through its antioxidative ability. (**A**) RT-qPCR analysis of the antioxidant-related genes (*Cat*, *Sod1*, *Sod2*, and *GstD1*) in the midguts of 40-day-old flies fed with or without Que. Three independent experiments were conducted. (**B**–**D**) Representative immunofluorescence images of the posterior midguts of 14- (**B**) and 40-day-old (**C**) flies without Que supplementation and 40-day-old flies with 10 µM Que supplementation (**D**) stained with DHE (red; ROS maker). *Esg-GFP*^+^ cells and DHE staining are circled by the white dashed line. The top panels represent the merged images, whereas the bottom panels represent DHE staining. Scale bars represent 10 µm. (**E**) Quantitation of DHE fluorescence intensity in *esg-GFP*^+^ cells from experiments (**B**–**D**). Each dot indicates one *esg-GFP*^+^ cell. (**F**–**J**) Representative immunofluorescence images of posterior midguts of flies carrying *esg^ts^-Gal4*-driven *UAS-lacZ* (**F**), *UAS-Cat* + DMSO (**G**), *UAS-Cat* + Que (**H**), *Keap1 RNAi* + DMSO (**I**), and *Keap1 RNAi* + Que (**J**) stained with DAPI, GFP, and Dl. The top panels represent the merged images, whereas the bottom panels represent Dl. Scale bars represent 25 µm. (**K**,**L**) The ratio of *esg-GFP*^+^ cells (**K**) and Dl^+^ cells (**L**) to DAPI^+^ cells per ROI in the posterior midguts of flies in experiments (**F**–**J**). n: number of ROI counted. (**M**) The number of pH3^+^ cells in the whole gut of flies in experiments (**F**–**J**). n: number of gut counted. Error bars represent SDs. Student’s *t*-tests, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

**Figure 5:**
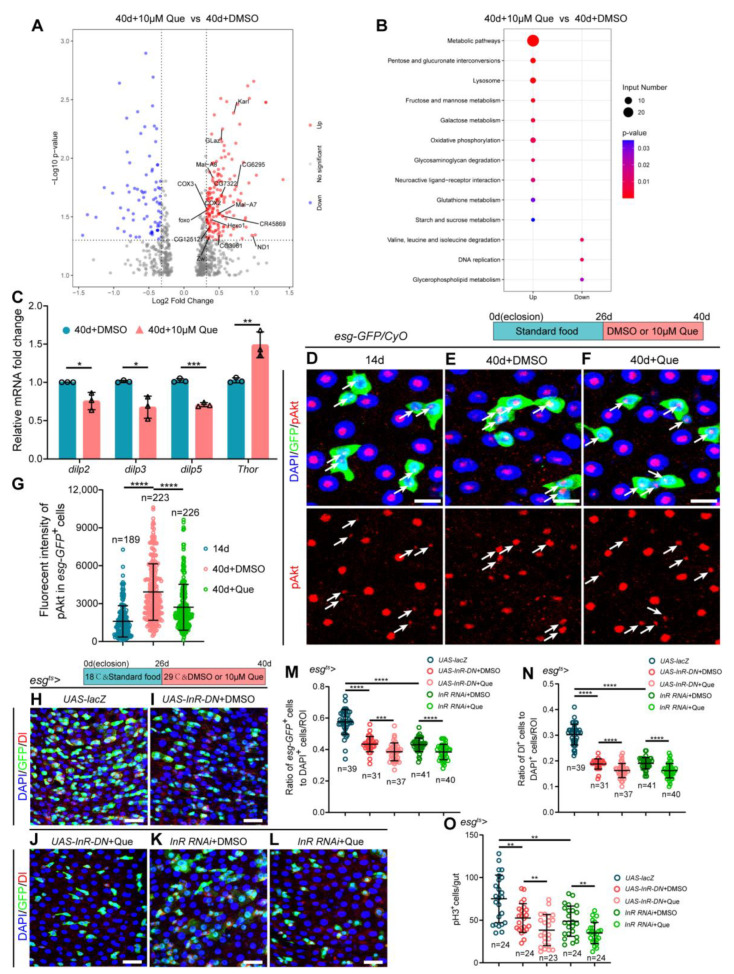
Que prevents age-related hyperproliferation of ISC by inhibiting insulin signaling. (**A**) Volcano plot shows differentially expressed genes in Que-treated 40-day-old flies compared to the control group. Red dots indicate significantly upregulated genes, blue dots indicate significantly downregulated genes, and gray dots indicate genes that are not significantly different. *Glaz*, *Karl*, and *foxo* are antioxidant-related genes, and the other identified genes are glucose and lipid metabolism-related. (**B**) KEGG pathway enrichment analysis of upregulated or downregulated genes in pair-wise comparison of 40-day-old flies without Que supplementation to 40-day-old flies with 10 µM Que supplementation. Both the p-value and input number represent the significance of the respective pathway. (**C**) RT-qPCR analysis of insulin signaling pathway-related genes (*dilp2*, *dilp3*, *dilp5*, and *Thor*) in the *esg-GFP*^+^ cells of 40-day-old flies fed with or without Que. Three independent experiments were conducted. (**D**–**F**) Representative immunofluorescence images of the posterior midguts of 14- (**D**) and 40-day-old (**E**) flies without Que supplementation and 40-day-old flies with 10 µM Que supplementation (**F**) stained with DAPI, GFP, and pAkt (red; a marker indicates activated insulin signaling pathway). White arrows indicate *esg-GFP*^+^ cells and pAkt staining. The top panels represent the merged images, whereas the bottom panels represent pAkt. Scale bars represent 10 µm. (**G**) Quantitation of pAkt fluorescence intensity in *esg-GFP*^+^ cells from experiments (**D**–**F**). Each dot indicates one *esg-GFP*^+^ cell. (**H**–**L**) Representative immunofluorescence images of the posterior midguts of flies carrying *esg^ts^-Gal4*-driven *UAS-lacZ* (**H**), *UAS-InR-DN* + DMSO (**I**), *UAS-InR-DN* + Que (**J**), *InR RNAi* + DMSO (**K**), and *InR RNAi* + Que (**L**) stained with DAPI, GFP, and Dl. Scale bars represent 25 µm. (**M**,**N**) The ratio of *esg-GFP*^+^ cells and Dl^+^ cells to DAPI^+^ cells per ROI in the posterior midguts of flies in experiments. (**H**–**L**). n: number of ROI counted. (**O**) The number of pH3^+^ cells in the whole gut of flies in experiments (**H**–**L**). n: number of gut counted. Error bars represent SDs. Student’s *t*-tests, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and **** *p* < 0.0001.

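Among the 13249 genes tested, 0 had an adjusted p under 0.05, and the smallest was 0.0905. An unadjusted p under 0.05 was reached by 479 genes, 223 higher and 256 lower with Que, where an even spread of p-values gives 662. With an absolute log2 fold change over 0.32, where the dotted lines of Figure 5A stand, there were 377 genes, 191 higher and 186 lower. The fold change over 2 of the methods left 126 genes, 58 higher and 68 lower, of which 109 had fewer than 10 reads per sample on average. The number at an unadjusted p under 0.05 moved most with samples weighted by limma's array weights, to 1401. Without Que 2 it was 1195, with 483 higher and 712 lower. The balance turned with median-of-ratios scaling, at 263 higher and 223 lower, and with quantile normalization, at 265 higher and 231 lower. It also turned with array weights (708 higher, 693 lower) and without Que 3 (242 and 229) or DMSO 1 (307 and 287). The same held without DMSO 3 (224 and 186) or DMSO 4 (236 and 232), so its direction depends on single samples too. Of the genes with the smallest p among those whose groups did not overlap, most had few reads. Ile-AAT-1-5, id-Dmel_CG31619-11 and mir-986 held no more than 3 reads in any sample, like Psi28S-3327b and the feature at 5397569..5397697, so no fold change is given for them. Of the others, CR45187 had 6 to 7 reads with Que and 0 to 3 with DMSO, and mir-2495 had 2 to 5 and 8 to 10. The feature at 5114924..5115147 had 1 to 3 and 5 to 7 reads, and id-Dmel_CG11059-3 had 0 and 1 to 4. CR44962, antisense to Karl and listed in Table S5, had more, 57 to 79 reads per Que sample and 41 to 52 per DMSO sample.

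**Figure D4:**
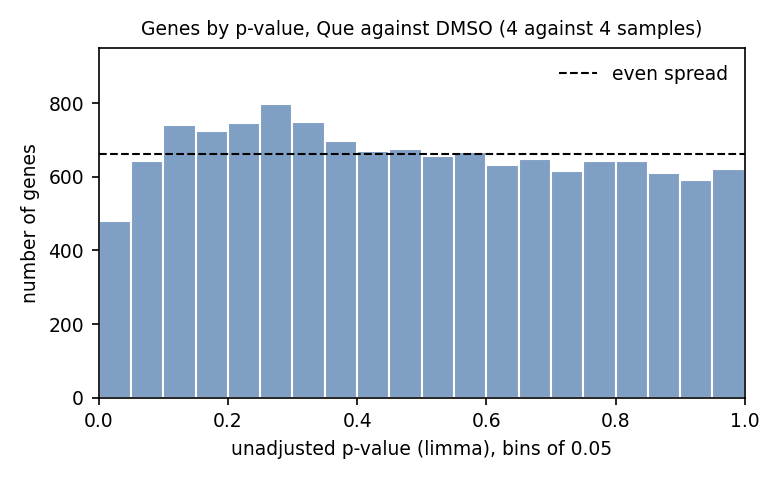
Number of genes in each bin of 0.05 of the unadjusted limma p-value. The dashed line is the even spread, and the first bin, of 479 genes, lies below it.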

**Figure 6:**
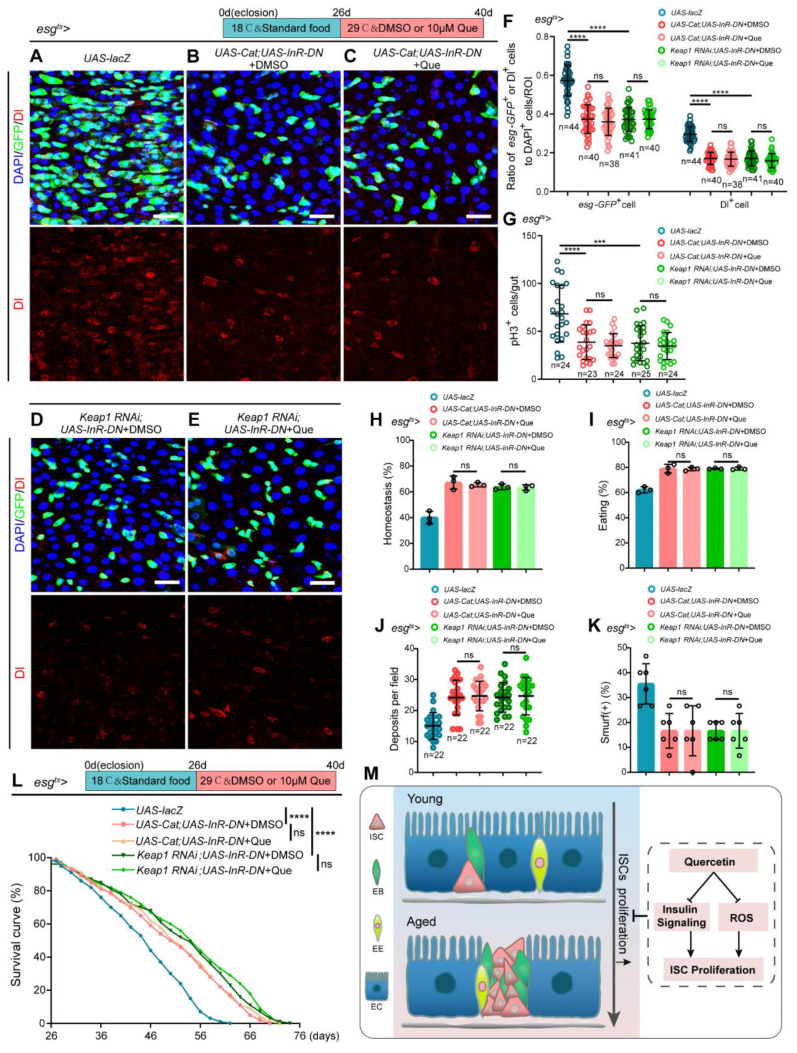
Que prevents age-related hyperproliferation of ISC through scavenging ROS and inhibiting insulin signaling pathway. (**A**–**E**) Representative immunofluorescence images of posterior midguts of flies carrying *esg^ts^-Gal4*-driven *UAS-lacZ* (**A**), *UAS-Cat; UAS-InR-DN* + DMSO (**B**), *UAS-Cat; UAS-InR-DN* + Que (**C**), *Keap1 RNAi; UAS-InR-DN* + DMSO (**D**), and *Keap1 RNAi; UAS-InR-DN* + Que (**E**) stained with DAPI, GFP, and Dl. The top panels represent the merged images, whereas the bottom panels represent Dl. Scale bars represent 25 µm. (**F**) The ratio of *esg-GFP*^+^ cells and Dl^+^ cells to DAPI^+^ cells per ROI in the posterior midguts of flies in experiments (**A**–**E**). n: number of ROI counted. (**G**) The number of pH3^+^ cells in the whole gut of flies in experiments (**A**–**E**). n: number of gut counted. (**H**,**I**) The percentage of acid-base balanced intestines (**H**) and eating intestines (**I**) of flies in experiments (**A**–**E**). N ≥ 50 flies per group. Three independent experiments were conducted. (**J**) Quantifying the excretion deposits of flies in experiments (**A**–**E**). Each group included 30 flies and three independent experiments were conducted. n: number of field counted. (**K**) The percentage of the smurf (+) flies in experiments (**A**–**E**). Each group included 15 flies and three independent experiments were conducted. (**L**) Survival percentage of indicated genotypes of female flies. Each group included 100 flies. Three independent experiments were conducted. (**M**) Schematic model of the mechanism of quercetin action. Que prevents the hyperproliferation of ISCs via attenuating oxidative stress and inhibiting the insulin signaling pathway. Error bars represent SDs. Log-rank test was used for lifespan analysis. Student’s *t*-tests, *** *p* < 0.001, **** *p* < 0.0001, and non-significance (ns) represents *p* > 0.05.

## Data Availability

All of the data is contained within the article and the Supplementary Materials.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/antiox12010059/s1, Figure S1: Que supplementation did not cause ISCs apoptosis. Figure S2: The effect of Que on the number of ECs or EEs in stress stimulated flies. Figure S3: RT-qPCR analysis of the antioxidant-related genes in the midgut of 14-day-old flies. Figure S4: RT-qPCR analysis of the insulin signaling-related genes in the midgut of 14-day-old flies. Table S1: The list of the *Drosophila* genotypes; Table S2: The list of the primary antibodies; Table S3: The list of the primers. Table S4: The list of gene accession numbers for all the genes used in Figure 5. 

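Table S5 holds genes that the study ranked by its own comparison of the same 8 midgut samples. All 60 were among the genes tested on the RPKM values, and all 60 changed in the direction given by the table. An unadjusted limma p under 0.05 was found for 58 of them and an adjusted p under 0.05 for 0. In the study's own comparison the false discovery rate was 0.961 for every gene held of Table S4, so none of those passed 0.05 there either. In 45 genes, all 4 Que samples lay on the same side of all DMSO samples, where chance gives 2.86% of genes, but the genes were chosen on these samples and the number is not independent evidence. The absolute log2 fold change ranged from 0.28 to 1.16, with a median of 0.51, and only CG14545 exceeded a fold change of 2. CG14545 (chromosome 3R, 25850410 to 25851291) had 0.885 ± 0.447 RPKM with Que and 1.97 ± 0.679 RPKM with DMSO (SD, n = 4 each). Rad1 and Sws1 have identical exons and identical reads, so they are not separate genes in this count.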

Table S5: The list of the top 30 genes upregulated and the top 30 genes downregulated in Que-treated 40-day-old flies compared to the control group.

How the deposited data were processed for this re-analysis (not part of the article)

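RNA from midguts of old female flies was measured in 8 samples, 4 from flies fed Que and 4 from flies fed DMSO. The authors trimmed the reads, merged those with the same molecular tag, aligned them to the genome of the ISO1 strain, counted them per gene and deposited the values as RPKM. The paper's text does not name the annotation release, the strand setting or the treatment of reads with several alignments. RPKM times length in kilobases summed to 1000000 in each sample, so the divisor was the reads assigned to genes.

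The samples were grouped by the sample labels. The share of reads on mitochondrial genes was 1.02% to 1.33% with DMSO and 1.20% to 1.54% with Que, and between 3859 and 4559 features had 0 reads in a sample. Of the 19299 features, 2545 are named by their coordinates only and 15394 matched a RefSeq gene by symbol or synonym. Among 12827 matched by symbol, 99.9% had the same start and end as on Release 6 plus ISO1 MT. The gene called Dl in the text is Delta (Dmel_CG3619), matched by position.

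Values were analysed as log2(RPKM + 0.1) for genes with a mean of at least 0.1 RPKM, with limma 3.58.1 and statmod 1.5.0 in R 4.3.3, an intensity trend in the empirical Bayes step and Benjamini-Hochberg adjustment. Tables, exact permutation tests and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. On simulated data for the same 13249 genes, 200 genes were changed 2-fold, drawn only from genes with many reads. The fit recovered 94.5% of them at a dispersion of 0.01 with 6 false calls. At a dispersion of 0.04 it recovered 33.5% with 4 false calls. Each simulation used the same dispersion for all genes and no trends between samples. These shares therefore do not apply to smaller changes or to genes with few reads.

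Named genes followed through all fits were the 15 labelled in Figure 5A and the paper's RT-qPCR genes and cell markers. They also include the 5 genes of smallest p in each direction among those whose groups did not overlap. The member with the smallest p of each pathway list past an adjusted p of 0.05 was added. Other genes and features, such as members of Table S5, antisense genes and features passing in some fits, are named only where they arise. There were 10 pathway lists. These held mitochondrially encoded and nuclear-encoded oxidative phosphorylation, maltases and amylases, lysosomal enzymes, glutathione S-transferases and UDP-glycosyltransferases. They also held DNA replication, mitotic cell cycle, insulin signaling and antioxidant genes (enzymes with some regulators and related genes). The 10 further lists were digestive proteases, ribosomal proteins, antimicrobial peptides and markers of progenitors, enterocytes, enteroendocrine cells, ovary, fat body, Malpighian tubules and muscle. Each list of both kinds was tested with camera at a correlation of 0.01, with fry, and with camera at an estimated correlation. It was adjusted within its family of 10.

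The alternatives were a pseudocount of 1 or 0.01, a filter at a mean RPKM of 1 or none, median-of-ratios scaling, quantile normalization, removal of the mitochondrial genes, empirical Bayes without the trend or robust, array weights, the replicate number as a block and each sample left out. Added after the values were seen were voom on the recovered reads, at least 10 reads per gene, removal of each sample's loess trend on gene length (span 0.5, fitted on 8783 genes longer than 300 bases) and a term for replicates 1 and 2 against 3 and 4. GC content was not analysed here, since no genome sequence was used. No sequencing batch is given by the labels or the paper.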

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

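The tests on gene length and on splits of the samples were chosen only after the results below were seen, apart from the repeat of the sample gaps with the length trend removed.

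In 11 of 134 groups of 4 samples, 1 sample lay far from the other 3, where chance gives 6.7 such groups, so single cases carry little weight. The gap to the nearest sample, as a share of the group's range, was 0.936 for CG7322 in the DMSO group, where DMSO 1 had 3.08 RPKM and the others 2.35 to 2.40. It was 0.855 for CG12512 (DMSO 2, 12.4 RPKM against 9.30 to 9.76), 0.851 for Zw (DMSO 4, 32.4 RPKM against 25.2 to 26.3) and 0.887 for Keap1 in the Que group (Que 1, 5.01 RPKM against 5.77 to 5.87). Zw shares bases with an antisense gene, and no technical explanation was tested for the other 3 genes. In Ilp2 (gap 1.00, 1 read in DMSO 1), mir-986 (gap 1.00, 1 read in DMSO 3) and the feature at 5114924..5115147 (gap 0.914, 5 reads in DMSO 2 against 7 in the others), the gap rests on a few reads. For the share of reads on the 100 most abundant genes, DMSO 4 stood at 29.4% against 28.4% to 28.6% (gap 0.836), within the range of the Que samples, 28.4% to 31.7%. No biological explanation was tested for these gaps, since the samples of a group share all conditions.

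Of the gene lists, the lysosomal enzymes had a low median in Que 1 (−0.19 against 0.09 to 0.11, gap 0.911), as had the fat body markers (−0.37 against 0.09 to 0.15, gap 0.884). The ovary markers were low in Que 4 (−0.43 against −0.15 to −0.13, gap 0.914), at a median level of 0.192 RPKM. With each sample's trend on gene length removed, the gaps were 0.765, 0.430 and 0.638, all below the limit used. A smaller gap alone does not show that length set the low sample apart. Que 4 had almost no trend on length (Spearman's rho 0.02). Que 3 had a stronger one than Que 1 (−0.38 against −0.30), yet its lysosomal and fat body medians were not low (0.11 and 0.15). Length is thus not shown to explain these gaps. A biological difference between samples of a group was not tested.

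Of the 10 further lists, 4 had an adjusted p under 0.05 with limma's camera at the preset correlation. None did with fry or an estimated correlation. Among these 4, the progenitor markers hold esg and Dl, which the paper uses as cell markers. Digestive proteases had a median log2 fold change of 0.17, ribosomal proteins 0.16, progenitor markers −0.19 and muscle markers 0.20. As large a median came up in 2, 5, 12 and 14 of the 35 splits of the samples into 4 and 4, so a random grouping may give each of them. With the length trend removed, the medians were 0.11 for proteases, 0.12 for ribosomal proteins and 0.23 for muscle markers, still past the camera threshold, which argues against length as the whole cause in these lists. For progenitor markers the median was −0.10 and no longer past it, so length may account for that list. The protease median was 0.10 without Que 3. The muscle median was 0.07 without Que 3, 0.16 without Que 4 and 0.11 without DMSO 1, none past the threshold, and 0.32 without Que 1. The progenitor median was −0.05 without Que 3, −0.13 without Que 1, −0.15 without DMSO 2 and −0.081 with array weights, none past it, and −0.33 without Que 2. An effect of Que on these lists stays open and cannot be separated here from differences between dissections, which were not tested.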

How the results depend on the processing

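The fits with voom, at least 10 reads, the length trend removed and a term for replicates 1 and 2 against 3 and 4 were chosen only after the results were seen, and all others before the data were examined. The planned edgeR and DESeq2 fits were not run, and voom was run on the recovered reads.

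Genes with adjusted p under 0.05 numbered 0, and 2 with no filter, 3 with eBayes without trend and 2 with array weights. The genes are Ile-AAT-1-5 and Psi28S-3327b in each, and 5397569..5397697 without trend, with 5 to 8 reads in the 8 samples together. Leaving out each sample gave 0 to 3, all in features of 12 or fewer reads. These are 1307813..1307845, Trp-CCA-2-4 and id-Dmel_CG11059-3 without DMSO 3, 4953414..4953446 and mir-10404-3 without DMSO 4, 1307803..1307812 and id-Dmel_CG42314-4 without Que 1, and 953199..953247 and id-Dmel_CG32016 without Que 4. Genes with p under 0.05 numbered 479, and 315 at a mean RPKM of at least 1, 1401 with array weights and 361 (without Que 4) to 1195 (without Que 2) with each sample left out. At an absolute log2 fold change over 0.32 the 377 genes became 212 at a mean RPKM of at least 1, 934 with array weights and 322 to 902 (without Que 2). At a fold change over 2 the 126 genes became 7 with a pseudocount of 1, 18 at a mean RPKM of at least 1 or with at least 10 reads, 276 with array weights and 144 to 195 (without DMSO 4). The higher filters removed features with few reads. For the other changes the cause was not tested. Of the Figure 5A genes, 11 had p under 0.05, and 4 (without Que 4 or DMSO 3) to 12 with each sample left out. Without Que 1 there were 5, without Que 3 6, and without DMSO 2 or DMSO 4 7.

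With the replicate number as a block (replicate block), 1117 genes had p under 0.05, 581 of them at the log2 threshold, and glutathione S-transferases had a median of 0.063 (adjusted p = 0.0461). The block changed no other call of a pathway list. Deviations of same-numbered samples correlated across genes at 0.49, 0.28, 0.07 and 0.01 for replicates 1 to 4, so not every pair deviated together, and neither the labels nor the paper pair the samples.

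The medians of the lists past 0.05 kept their size under fry and an estimated correlation but not their call. Under fry and then the estimated correlation, the limma adjusted p was 0.226 and 0.239 for mitochondrially encoded oxidative phosphorylation (0.49). It was 0.734 and 0.633 for nuclear-encoded genes (0.084) and 0.226 and 0.239 for maltases and amylases (0.14). For the mitotic cell cycle (−0.13) it was 0.0632 and 0.197, and for the antioxidant genes (0.13) 0.0632 and 0.0977. In all other fits that gave a value, the mitochondrially encoded, mitotic and antioxidant lists kept direction and call, at adjusted p of at most 3.3e-04, 0.00999 and 0.00290. Nuclear-encoded genes dropped out with the length trend removed (0.040), and without Que 3 or DMSO 2 (0.019 to 0.15 with each sample left out). Maltases and amylases dropped out with no filter (0.14), quantile normalization (0.079), array weights (0.17) and the length trend removed (0.15), and without Que 3, Que 4, DMSO 1, DMSO 3 or DMSO 4 (0.063 to 0.18). Glutathione S-transferases passed at a mean RPKM of at least 1 (0.067), with at least 10 reads (0.065) and without Que 2, DMSO 1 or DMSO 3 (0.014 to 0.13). Lysosomal enzymes ranged from −0.026 to 0.11 with each sample left out, reversed without Que 3 or DMSO 1 and past the threshold without Que 1 or DMSO 2. UDP-glycosyltransferases ranged from −0.019 (without DMSO 2, and negative without Que 4 or DMSO 3) to 0.037, and DNA replication from −0.10 to 0.044 (without Que 1). Insulin signaling reversed with array weights (0.0027), with the length trend removed (0.035) and without Que 1 (−0.087 to 0.0021). The cause was not tested, apart from the length trend itself.

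Of the further lists, reversals came with array weights for enterocyte (0.0064) and enteroendocrine markers (−0.0076; −0.14 to −0.0025 and 0.0048 to 0.11 with each sample left out), with the length trend removed for enterocyte (0.0046), fat body (5.7e-04) and Malpighian tubule markers (0.041), and at a mean RPKM of at least 1 for the last (0.0081). With each sample left out, antimicrobial peptides ranged from −0.38 to 0.24 (positive without Que 4 or DMSO 4, the latter at a limma adjusted p of 0.0382), and they stood at −0.65 with array weights (adjusted p = 0.0360) with no other fit past 0.05. With each sample left out, ovary markers ranged from −0.55 to 0.058 (without DMSO 1), fat body markers from −0.13 to 0.042 and Malpighian tubule markers from −0.12 to 0.019 (both without Que 1). Among 41 named genes tested, 34 kept their direction in all fits. Sod2 reversed with the length trend removed (−0.0070) and without DMSO 2 (−0.034 to 0.12). The ranges with each sample left out were −0.023 to 0.13 for GstD1 (negative without Que 3 or DMSO 2), −0.0077 to 0.32 for Ilp3 (Que 3), −0.26 to 0.63 for Ilp5 (Que 4 or DMSO 3), −0.011 to 0.17 for Thor (Que 4), −0.090 to 0.14 for esg (Que 2, Que 4, DMSO 1 or DMSO 4) and −0.022 to 0.064 for pros (Que 2 or DMSO 3). In some fits 4 features of few reads passed an adjusted p of 0.05.

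The mitochondrially encoded list has no value with these genes removed, and eBayes without trend or robust does not enter camera. Depth limits the genes under 10 reads per sample, where a fold change over 2 rests on a few reads.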

Differences from the paper's values

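The pairs of values below use the paper's Table S4, of which 1998 of 10012 genes were held, ordered by p up to 0.208, so its counts at p under 0.05 are complete. The fits with voom, at least 10 reads, the length trend removed and the term for replicates 1 and 2 were chosen only after the results were seen.

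Genes lower with Que at p under 0.05 numbered 256, against 116 in the paper. Of the alternatives set before the data were examined, only the filter at a mean RPKM of at least 1 (165) came within 1.5 times of the paper's value, and the others gave 186 to 712. At p under 0.05 and an absolute log2 fold change over 0.32 there were 377 genes, against the paper's 244. A pseudocount of 1 (253), the filter at a mean RPKM of at least 1 (212), and the fits without Que 4 (322) and without DMSO 3 (359) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Among settings chosen after seeing the values, at least 10 reads (292) and removal of the length trend (365) did. At a fold change over 2 there were 126 genes, against the paper's 10. A pseudocount of 1 gave 7. The filter at a mean RPKM of at least 1 gave 18, which left the gap much smaller. The other alternatives set before the data were examined gave 116 to 276. Among settings chosen after seeing the values, at least 10 reads gave 18.

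Figure 5A marks Hexo1, CG12512, CG3961 and Zw among the significantly higher genes. Here their log2 fold changes were 0.34, 0.34, 0.43 and 0.32, with exact permutation p of 0.114, 0.0571, 0.143 and 0.114, and limma gave no unadjusted p under 0.05. They fell to 0.22 (Hexo1) and 0.19 (Zw) without Que 3, and to 0.23 (CG12512) and 0.26 (CG3961) without Que 1. Array weights gave such a p for all 4, and the fit without Que 2 for CG12512, Hexo1 and Zw. CG12512 also passed without DMSO 2, CG3961 with the replicate block and without Que 3, and Zw without DMSO 4. Of the settings chosen after seeing the values, the term for replicates 1 and 2 against 3 and 4 gave it for CG3961 and Zw, and removal of the length trend for CG3961. In Table S5, id-Dmel_CG34356 and the feature at 16340723..16349821 are listed as lower, and here their log2 fold changes were −0.45 and −0.47 with no p under 0.05. They passed with eBayes without trend and, among settings chosen after seeing the values, with voom and with at least 10 reads.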

Other observations

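All tests in this part were chosen only after the results were seen, splits of the samples included. Exceptions are the exact permutation tests of single genes, the main limma fit and its repeats with each sample left out.

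The 8 samples make 35 splits into 4 and 4, the real split included. The real split gave 0 genes with an adjusted p under 0.05, so all 35 gave as many by construction and this count decides nothing. As many genes with p under 0.05 came up in 19 splits, with p under 0.05 and an absolute log2 fold change over 0.32 in 20, and with a fold change over 2 in 25. A median as far from 0 came up in 3 splits for mitochondrially encoded oxidative phosphorylation, 14 for nuclear-encoded and 2 for maltases and amylases. There were 26 for lysosomal enzymes, 18 for glutathione S-transferases, 31 for UDP-glycosyltransferases and 24 for DNA replication. The mitotic cell cycle gave 3, insulin signaling 18 and the antioxidant genes 2. For antimicrobial peptides (median −0.16) there were 22, for enterocyte markers (−0.08) 21, for enteroendocrine markers (0.06) 11, for ovary markers (−0.38) 14, for fat body markers (−0.08) 25 and for Malpighian tubule markers (−0.05) 29. Leaving out 1 sample brought the enterocyte median to −0.0025 (without Que 3) and the enteroendocrine median to 0.0048 (without Que 1), and reversed the other 4, to 0.24 for antimicrobial peptides (without DMSO 4), 0.058 for ovary markers (without DMSO 1) and 0.042 and 0.019 for fat body and Malpighian tubule markers (both without Que 1). Apart from the count of 0, none of these results, the 4 further lists above included, was as rare as under 5% of the splits.

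The most genes at p under 0.05 came from replicates 1 and 2 of both groups against replicates 3 and 4, with 1862, and 2 genes at an adjusted p under 0.05. The labels and the paper give no batch that follows this split. With the length trend removed there were 2036, which argues against gene length as its cause. A term for this split in the comparison of Que with DMSO gave 692 genes at p under 0.05 and 0 at an adjusted p under 0.05.

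Log2 fold changes fell with gene length, with Spearman's rho of −0.344 over 8783 genes, which are not independent replicates. The rho of each sample's values with length ran from −0.04 to 0.48 in the DMSO group and from −0.38 to 0.52 in the Que group. The groups did not part by it (exact permutation test, two-sided, p = 0.514), so variation between samples may account for the trend.

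For the mitochondrially encoded list, the median with the length trend removed was 0.42, still past the camera threshold, which argues against length as the whole cause. DMSO 1 was low, and without it the median was 0.28, also past the threshold, which argues against this sample as the whole cause at the preset correlation. By sample medians the groups did not part with DMSO 1 (exact permutation p = 0.114) or without it (0.229, or 0.200 by absolute difference), so a random grouping stays open. The 4 transcripts at 500 RPKM or more rose by 0.09 to 0.31 and the 5 at 100 to 500 RPKM by 0.49 to 1.11, limits set after the values were seen. Under 100 RPKM and in neither set, ND2 changed by 0.65, ND4L by 0.71, ND6 by 0.45 and ND3 by −0.06. Between the sets of 4 and 5 transcripts, the difference did not exceed the spread between samples (exact permutation p = 0.143). Whether all transcripts changed alike stays open. The nuclear-encoded median was 0.040 with the length trend removed and no longer past the threshold, so length may account for it.

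The antioxidant list without GLaz, Karl and foxo had a median of 0.12, and the mitotic list without its members in Table S5 −0.085, both at an unadjusted camera p under 0.05 but not at the estimated correlation. This argues against the picked members as the whole cause, though camera at a preset correlation is lenient. With the length trend removed the medians of the full lists were 0.14 and −0.14, both still past the threshold. A candidate explanation of the mitotic list is fewer progenitor cells, which the paper counts. The progenitor markers had an adjusted limma p of 0.0669 with the length trend removed, and esg a log2 fold change of 0.03 (exact permutation p = 0.943, and −0.090 without Que 2), so this cannot be told apart from a change within cells. Random grouping also stays open, as the splits show.

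Karl and its antisense gene CR44962 both rose, as reads counted without regard to strand could produce. In none of 249 pairs of a feature and an opposite-strand gene whose exons enclose it did the feature hold more reads than the gene. Some features lie inside several such genes. Of the 39 features with at least 1000 reads in the 8 samples together, 15 held at least 95% of the reads of the gene around them. Where coverage of a gene is taken as even, 15 of 53 such features with at least 1000 reads predicted held under 10% of the prediction (median 38.1%), against 10 of 90 inside a same-strand gene (median 109%). Whether uneven coverage gives these low shares was not tested. Counting by strand alone would not give the near-equal reads, so shared reads may account for the rise of both genes. Which of the 2 genes changed stays open, and an effect of Que on either was not tested apart from the other.

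In these midgut samples the RT-qPCR genes of Figure 4A had log2 fold changes of 0.12 (Cat, exact permutation p = 0.0571), 0.21 (Sod1, p = 0.0857 by the exact test), 0.05 (Sod2, exact p = 0.686) and 0.06 (GstD1, exact p = 0.686). Keap1 stood at 0.09, Dl at −0.26 (exact permutation p = 0.0571), pros at 0.02 and nub at −0.19. Without Que 3, GstD1 stood at −0.023, Dl at −0.16 and nub at −0.050. Keap1 was 0.029 without DMSO 1, Sod2 −0.034 without DMSO 2 and pros −0.022 without Que 2. None of these 8 had an adjusted p, or an unadjusted limma p, under 0.05. Over the first 4, adjusted over the list alone, 0 did.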
